A study of Danio rerio with 6 samples.

How the data were processed

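Gene expression was measured by RNA sequencing in regenerating caudal fins of zebrafish carrying a fluorescent shha reporter, collected 96 hours after amputation. Each regenerate was dissected into a distal piece, which holds the reporter signal, and a proximal piece. The 6 libraries comprise 3 distal and 3 proximal samples, and each sample pooled tissue from 4 fins. Total RNA was extracted with TRIzol and made into libraries with a stranded mRNA kit, per the labels' protocols. Kits of this kind are made to capture polyadenylated messenger RNA.

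Each deposited file holds raw counts of reads per Ensembl gene identifier for 1 sample, with 31901 identifiers in the same order in every file. The layout and the category lines are those of HTSeq-count, a program that assigns aligned reads to annotated genes. The aligner, the software versions, the genome build, the annotation release and the strand setting are stated neither in the labels nor in the files, so no coordinates are given here. Each file also holds 5 category lines for reads not assigned to a gene, of which 2 were 0 in all samples, and a line with an empty identifier. In every file the value on that line equalled the sum of the gene counts, so it was treated as a total and kept out of the gene tests. Reads that aligned to more than 1 place were not counted to any gene, per the files' category lines, which lowers the counts of genes with near-identical copies. No molecular identifiers are mentioned in the labels, so counting intervals and floors cover counting error only.

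Counts per gene summed to between 20113859 and 23629159 per sample. At these totals, the smallest abundance that 3 counts can show lay between 0.127 and 0.149 CPM (counts per 1000000 gene-assigned reads). Shares of reads in single samples were given 95% Wilson intervals.

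Groups and replicate numbers (2, 3 and 4 in both regions) come from the sample titles. The design text names a single comparison, distal against proximal tissue, and no blocking factor. Genes were tested with edgeR 4.0.16 in R 4.3.3. Counts were filtered with filterByExpr at its default minimum of 10 counts, which left 18455 genes, and scaled by TMM (trimmed mean of M-values). Dispersions were estimated over all 6 samples, and the regions were compared with the quasi-likelihood F-test (glmQLFit and glmQLFTest) without a block. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The standard error of a log2 fold change was taken as its absolute value divided by the square root of F. For genes with few reads in a region this value can fall below counting error, and it then understates the uncertainty. Log2 CPM for principal components and correlations used a prior count of 2. Replicates of a region were compared by a chi-square test over genes to find libraries that could be 1 library deposited more than once. The chi-square statistic per degree of freedom lay between 18.1 and 31.7 for the 6 within-region comparisons, far above sampling noise, so every library was counted as a separate replicate.

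The pairing of samples across regions was taken from the shared numbers in the titles, which do not say whether same-numbered pieces came from the same fins. It was checked by subtracting each region's mean from the log2 values of each gene and correlating the remaining deviations between samples. The fit with the replicate number as a block is given beside the fit without it.

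The alternatives were DESeq2 size factors within edgeR, library size alone, no filter beyond 1 count, a filter at a mean of 50 counts, the DESeq2 1.42.0 Wald test, limma-voom (limma 3.58.1), the replicate block, and leaving out each sample in turn. These were chosen before the data were examined. The DESeq2 test with the block, and fits that left out both samples of a number, were added after seeing the data. Fits with a sample left out kept the same 18455 genes. The DESeq2 tests of the data started from all 31901 genes and used that program's own filter on mean counts, so their totals cover another set of genes.

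The test code was tested on simulated data. Counts were drawn 5 times for the 18455 genes from the real means, library sizes and dispersions, with 200 genes changed by log2 fold changes of 1, 1.5 or 2 in either direction. Without a replicate effect, the edgeR fit recovered 69.6% of the changed genes on average, and 7.81% of its calls were false. The corresponding values were 75.1% and 21.2% for DESeq2 and 68.6% and 7.92% for limma-voom. A replicate effect was then simulated from the mean of the same-numbered samples, equal in both regions. This mean also carries their noise, so the simulated effect overstates the shared one and favours the block. The edgeR fit without a block recovered 59.1% and the fit with the block 92.0%, with 0% and 7.44% false calls. No recovered gene had the wrong sign.

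The files do not pair identifiers with gene symbols, and 0 of the 31901 identifiers could be matched to the gene table used here, which lists no Ensembl identifiers. For this reason the comparisons that needed symbols were not run: the check of the endogenous shha gene, a list of preselected fin regeneration genes, and tests of 7 marker gene sets. Gene length and GC content were not analysed here for the same reason. The rule for named genes was to take, from the genes with an adjusted p-value under 0.05, a mean of at least 100 counts and the same direction in all 3 same-numbered pairs, those with the largest positive and negative log2 fold changes. The rule as first written asked for 6 genes in each direction, all with symbols. As no gene had a symbol, 2 identifiers in each direction are named.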

Results

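The study asked how gene expression differs along the proximal-to-distal axis of a regenerating zebrafish caudal fin. The tissue was sampled at 96 hours post amputation, when the outgrowth carries a distal domain marked by a green fluorescent reporter of shha, a gene for a Hedgehog signalling ligand. Distal and proximal pieces were profiled by RNA sequencing, with 3 samples of each region and 4 fins pooled in each sample.

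The distal libraries held 21475217, 22348808 and 20113859 gene-assigned reads for replicates 2, 3 and 4. The proximal libraries held 23629159, 21874658 and 21480131. The region means differed by less than could be resolved (21312600 ± 1126310 against 22328000 ± 1143990 reads, mean ± SD, n = 3 each; exact two-sided permutation test, p = 0.4; BH-adjusted p = 0.6 over 6 library measures, and with 3 samples per region no p-value below 0.1 is possible). Between 23856 and 24109 of the 31901 listed genes had at least 1 count in a given library, and 27129 were detected in at least 1 library. The 10 genes with the most counts took 14.0 ± 1.31% of the gene-assigned reads in distal libraries and 17 ± 1.15% in proximal libraries (mean ± SD, n = 3). This share was lower in the distal sample of all 3 same-numbered pairs, and the exact two-sided permutation p-value was 0.1 (BH-adjusted 0.3), the smallest that the design allows.

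Libraries of the same region were more alike than libraries of different regions. The Pearson correlation of log2 CPM (counts per 1000000 gene-assigned reads after TMM scaling) across the 18455 tested genes was 0.973 to 0.987 between distal libraries and 0.973 to 0.988 between proximal libraries, compared with 0.911 to 0.937 between regions. These correlations are across genes, which are not independent replicates. The first principal component held 67.5% of the variance and separated the regions. The second held 19.5% and separated the samples numbered 4 from those numbered 2 and 3 in both regions.

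**Figure D1:**
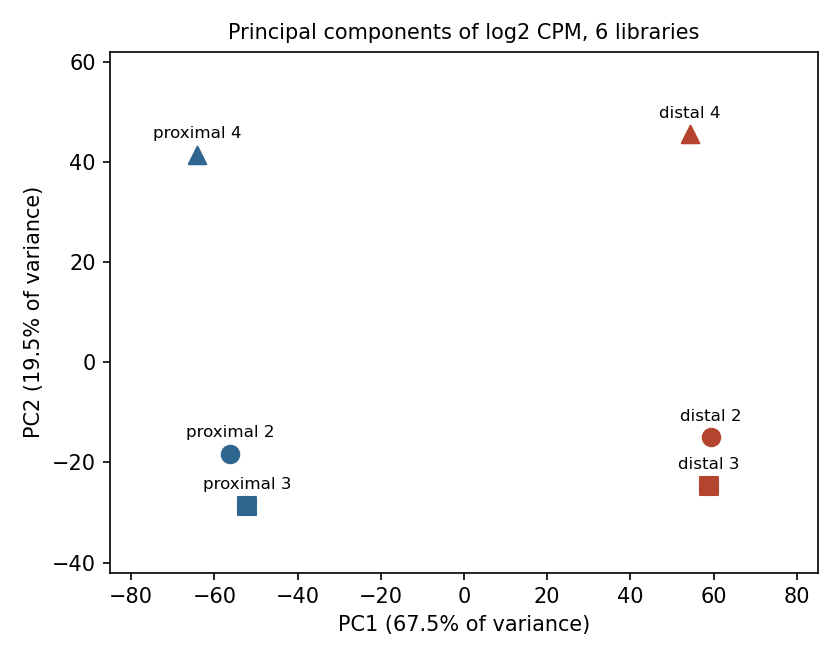
Scores of the 6 libraries on the first 2 principal components of log2 CPM (red, distal; blue, proximal; circle, square and triangle for numbers 2, 3 and 4). Axis labels give the share of variance, 67.5% and 19.5%; the regions lie apart on the horizontal axis, and both samples numbered 4 lie above 40 on the vertical axis, while the other four lie below 0.

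The comparison of distal with proximal tissue gave 5480 genes with an adjusted p-value under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), or 29.7% of the 18455 genes tested. Of these, 2819 were higher in distal tissue and 2661 were higher in proximal tissue. Before adjustment, 7648 genes had a p-value under 0.05. Among the genes past the threshold the median absolute log2 fold change was 0.89, and 2431 genes changed by at least 2-fold, 1337 of them higher in distal and 1094 higher in proximal tissue. An absolute log2 fold change of 3 or more was reached by 187 genes in the distal direction and 136 in the proximal direction. All 5480 genes had the same direction in each of the 3 same-numbered pairs. Genes that pass the unpaired test have well separated regions, so this agreement follows largely from their selection and is no separate check. Over all tested genes, 69.2% had a common direction in the 3 pairs, where 25% would be reached if directions were random. Across the alternatives the number of genes past the threshold was lowest, at 2231, when both samples numbered 2 were left out, and highest, at 8938, with the replicate block.

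**Figure D2:**
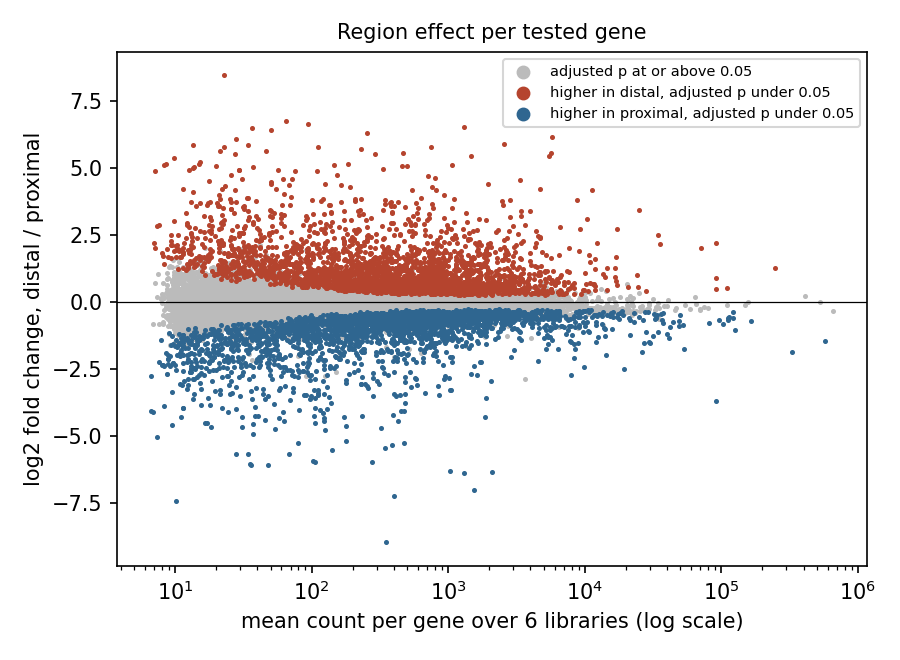
Log2 fold change of distal over proximal tissue (vertical axis) against the mean count over the 6 libraries (horizontal axis, log scale) for the 18455 tested genes, one point per gene. Red and blue points are the 2819 and 2661 genes with an adjusted p-value under 0.05 that were higher in distal and proximal tissue; they occur over the whole range of mean counts.

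TMM factors ranged from 0.920 to 1.07, and without them the median log2 fold change over all tested genes moved by 0.12 toward distal tissue. With library size alone, 3640 genes were higher in distal and 1924 in proximal tissue. With DESeq2 size factors, which also adjust for composition, the numbers were 2823 and 2658, close to those under TMM. Under TMM scaling the median log2 fold change of all tested genes was -0.015, and the fold changes given here are relative to that scale.

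Same-numbered samples of the regions deviated together. After the region mean of each gene was subtracted, the deviations of the distal and proximal samples correlated at 0.42 for number 2, 0.56 for number 3 and 0.68 for number 4. Between samples of different regions and different numbers the correlation averaged -0.26, and it ranged from -0.52 to 0.12. Deviations from a mean of 3 samples sum to 0, which pushes correlations between different numbers below 0 when those of equal numbers are above it. With the replicate number as a block, 8938 genes had an adjusted p-value under 0.05 in the same edgeR test, compared with 5480 without the block. In the paired fit 4306 genes were higher in distal and 4632 in proximal tissue. The 5480 genes of the unpaired fit were all among them. The 3458 genes found only with the block had a median absolute log2 fold change of 0.41, and 248 of them changed by at least 2-fold. Genes past the threshold with at least a 2-fold change numbered 2678 in the paired fit against 2431 in the unpaired fit. The common biological coefficient of variation was 18.5% without and 8.97% with the block. Each number holds 1 distal and 1 proximal sample, so the region effect within a number is a single log2 ratio per gene, without its own error.

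**Figure D3:**
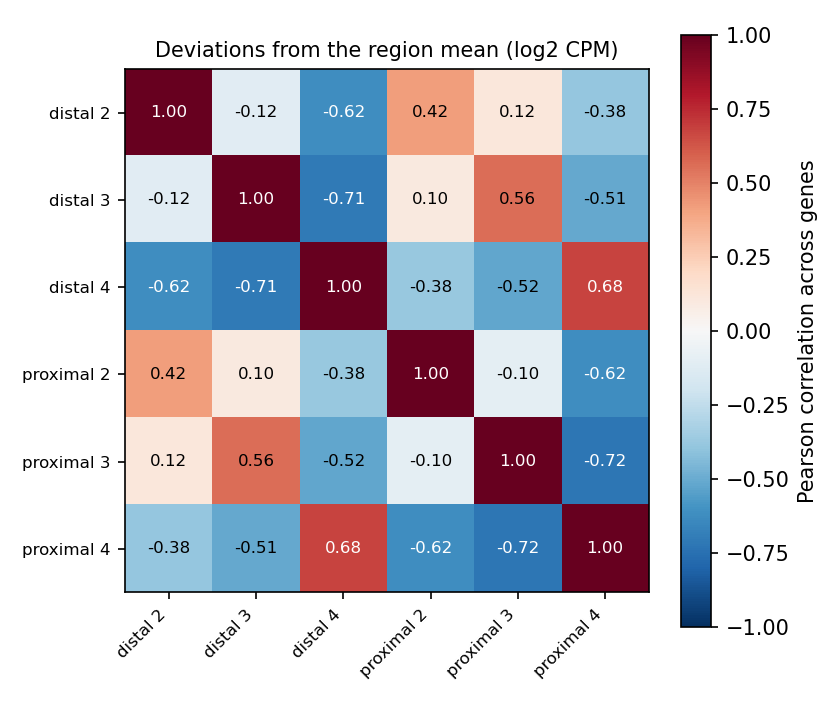
Pearson correlation, across the 18455 tested genes, of each library's deviation from the mean of its region in log2 CPM (colour scale from -1 to 1; values printed in the cells). In the distal-by-proximal quadrants the cells for equal numbers read 0.42, 0.56 and 0.68, and every cell for different numbers is at or below 0.12.

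The largest changes under the naming rule are given by Ensembl identifier, since the files do not pair identifiers with symbols. ENSDARG00000087704 had the largest distal excess, with 118 ± 17.9 CPM in distal and 1.29 ± 0.655 in proximal tissue (mean ± SD, n = 3 each). Its log2 fold change was 6.53 (SE 0.30; edgeR adjusted p = 7.89e-06), and the log2 ratios within pairs 2, 3 and 4 were 6.69, 6.84 and 6.0. With the replicate block the log2 fold change was 6.54 (SE 0.15; adjusted p = 6.44e-11).

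ENSDARG00000038703 followed, with 22.3 ± 6.50 CPM in distal and 0.282 ± 0.0543 in proximal tissue (mean ± SD, n = 3 each). The proximal value rests on 5, 7 and 6 reads. The SEs of this gene, in both fits, are below the counting error of so few reads and overstate the precision. Its log2 fold change was 6.29 (SE 0.31; edgeR adjusted p = 8.86e-06), and 6.29 (SE 0.19; adjusted p = 2.57e-10) in the paired fit.

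In the other direction, ENSDARG00000069017 had 0.0612 ± 0.0306 CPM in distal and 32.6 ± 14.0 in proximal tissue (mean ± SD, n = 3 each). The distal value rests on 1, 1 and 2 reads, below the 3 counts taken as the floor, so expression in distal tissue was not detectable at this depth and the log2 fold change of -8.95 (SE 0.50; edgeR adjusted p = 1.68e-05) has an uncertain size. In the paired fit it was -8.97 (SE 0.23; adjusted p = 1.21e-10). ENSDARG00000073695 had 0.230 ± 0.211 CPM in distal tissue, from 4, 11 and 1 reads, and 36.7 ± 12.3 in proximal tissue, so the size of its change is also uncertain. Its log2 fold change was -7.23 (SE 0.48; edgeR adjusted p = 3.67e-05), and -7.26 (SE 0.20; adjusted p = 1.63e-10) in the paired fit. Both SEs of ENSDARG00000069017 and the paired SE of ENSDARG00000073695 are below the counting error of so few distal reads. They therefore overstate the precision. For both proximal genes the sample numbered 3 had the highest proximal value, at 48.7 and 48.5 CPM, and the sample numbered 4 the lowest, at 23.7 and 24.0. These 4 genes kept their direction and an adjusted p-value under 0.05 under every alternative that was run.

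Few genes were present in one region and missing in the other. Under 3 counts in each proximal library, together with a mean of at least 20 counts in distal tissue, was found for 20 genes. The reverse was found for 9 genes.

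When single samples were left out in turn, between 3807 and 5093 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 5480 genes called from all samples, the calls lost ranged from 877 genes without the distal sample numbered 4 to 1747 genes without the distal sample numbered 3. None of the 5480 genes changed sign in these 6 fits, which share most samples with the fit that selected the genes and so had little room to differ.

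**Figure D4:**
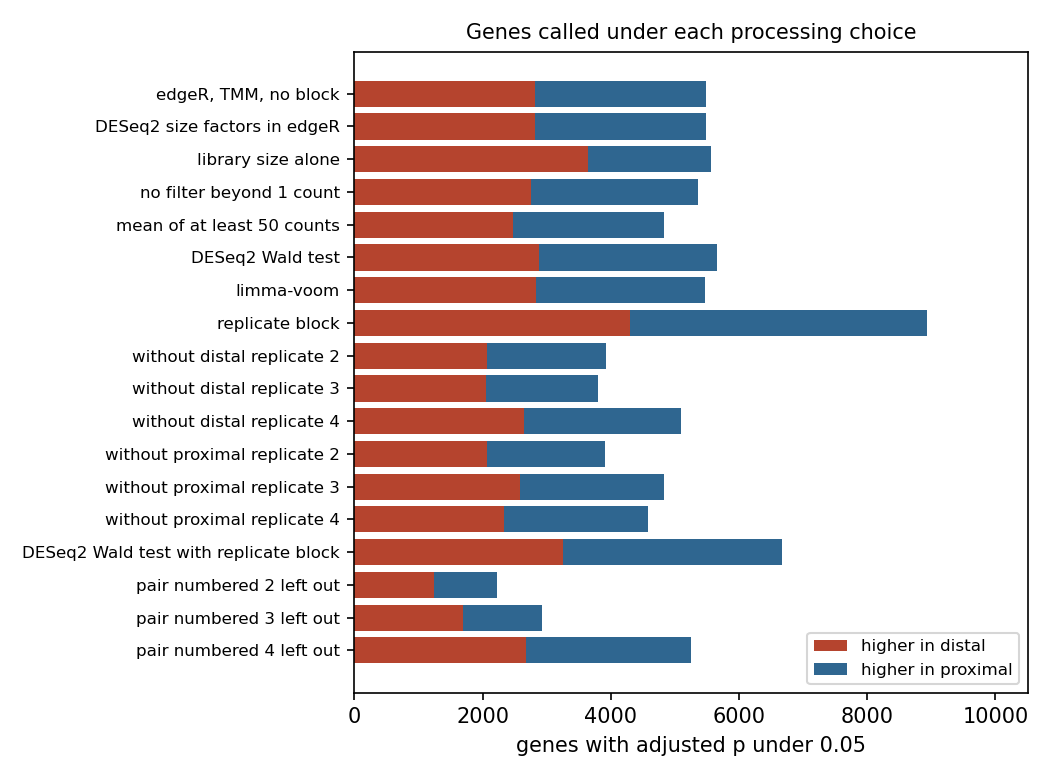
Number of genes with an adjusted p-value under 0.05 (horizontal bars from 0; red, higher in distal; blue, higher in proximal) for the edgeR fit with TMM scaling and no block, at the top, and for each alternative. The total is 5480 at the top, reaches 8938 with the replicate block, and is lowest, at 2231, when both samples numbered 2 are left out.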

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

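The tests in this part were chosen or, for the one without the most abundant genes, put in their present form after the values were seen. The values below come from the category lines of the files, which the comparison of genes does not use. They were taken up because they hold a signal in every library, and the regions have no separate control samples.

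Reads that aligned to 1 place but to no annotated gene made up 14.4 ± 0.269% of uniquely aligned reads in distal libraries and 11.5 ± 0.975% in proximal libraries (mean ± SD, n = 3). Uniquely aligned reads are taken here as the sum of gene-assigned, unassigned and ambiguous reads. The single libraries ranged from 14.08% (95% Wilson interval 14.07 to 14.09) to 14.61% (14.59 to 14.62) in distal and from 10.83% (10.82 to 10.85) to 12.58% (12.56 to 12.59) in proximal tissue. The difference was 2.92 percentage points, and the exact two-sided permutation p-value was 0.1, the smallest that 3 against 3 samples allow, and 0.3 after Benjamini-Hochberg adjustment over 6 library measures.

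Some technical explanations were tested. Genomic DNA or other unspecific background might raise this share, and would then also raise the counts of genes too low to be tested. The share of counts in those genes was 1.04 times as high in distal as in proximal libraries, but the filter that sets these genes apart uses the same counts and draws the ratio toward 1, so background cannot be excluded. Without the 100 genes with the most counts in the total, the distal to proximal ratio of the share fell from 1.26 to 1.16, which keeps 62.9% of the excess over 1. The mean shares were then 19.6% in distal and 16.9% in proximal libraries, so the difference in percentage points changed little. The heavier load of abundant genes in proximal tissue may account for part of the ratio, but how much depends on the scale used. The share was higher in distal tissue in 3 of 3 pairs. A batch shared by both samples of a number cancels within the pair, but whether numbers were processed together is not stated, and a batch that follows the region cannot be told apart from the region. Antisense, intronic and unannotated transcripts were not separated here, because neither the reads nor an annotation of the build were used. The rest of the excess may reflect more transcription outside annotated exons in distal tissue, but this stays a hypothesis that the permutation test cannot settle at this sample size.

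Alignments to more than 1 place made up 34.7 ± 3.63% of the listed total in distal and 32.0 ± 2.82% in proximal libraries (mean ± SD, n = 3), with the distal sample numbered 2 highest at 38.86% (95% Wilson interval 38.84 to 38.87). The share was higher in distal tissue in 2 of 3 pairs, and the exact permutation p-value was 0.5 (adjusted 0.6). Whether such a read is listed once or once per place is not stated, so the share of reads is uncertain. Reads that overlapped more than 1 gene made up 1.54 ± 0.0683% of uniquely aligned reads in distal and 1.48 ± 0.0570% in proximal libraries (mean ± SD, n = 3), again higher in 2 of 3 pairs (exact permutation p = 0.5, adjusted 0.6). No biological explanation was tested for either share.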

How the results depend on the processing

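The number of genes past the threshold, in total and in each direction, depended most on the replicate numbers. With the replicate block it rose from 5480 to 8938 genes in total, from 2819 to 4306 higher in distal and from 2661 to 4632 higher in proximal tissue. The larger side thus changed from distal to proximal. DESeq2 with the same block gave 6675 genes, fewer than edgeR with the block and more than the 5653 genes of DESeq2 without it. In the simulation with a replicate effect, the unpaired fit gave only 0.388% of unchanged genes a p-value under 0.05 and the paired fit 4.82%. The unpaired test was thus conservative there, but the simulated effect overstates the shared one, so the size of this does not carry over to the data.

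Leaving out both samples numbered 2 gave 2231 genes, with 1243 higher in distal and 988 in proximal tissue. Leaving out both numbered 3 gave 2932, with 1699 and 1233. Leaving out both numbered 4, which leaves the same number of samples, gave 5244. These fits were added after the data were seen. Samples numbered 2 and 3 differed in 340 genes in the additive edgeR model, against 2069 for 4 and 2 and 2635 for 4 and 3. The losses may therefore follow from the spread that number 4 adds to fits of 2 samples per region. The count of 5244 without number 4 is part of the pattern that prompted this reading, so it does not test it.

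Genes higher in proximal tissue ranged from 1746 to 2443 across the 6 fits that each left out one sample. The lowest value, without the distal sample numbered 3, is further than 1.5 times from 2661, and the cause was not tested.

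The other choices of scaling, filter and test left each of these counts within 1.5 times its value. With DESeq2 size factors, library size alone, no filter, the filter at a mean of 50 counts, DESeq2 and limma-voom, the total was 5481, 5564, 5361, 4825, 5653 and 5463 genes. The DESeq2 total reflects its own gene filter as well as its test. Under library size alone the total hid an exchange: 737 calls were lost and 821 gained, with 3640 genes higher in distal and 1924 in proximal tissue after a shift of 0.12 on the log2 scale. Genes past the threshold with at least a 2-fold change stayed within 1.5 times the count of 2431 under every alternative run, from 1624 to 2678. The log2 fold changes of the 4 named genes kept their sign and an adjusted p-value under 0.05 in the 17 alternatives. For ENSDARG00000069017, with 1, 1 and 2 distal counts, the value lay between -9.56 and -8.32, and for ENSDARG00000073695, with 4, 11 and 1, between -8.23 and -6.79.

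With 3 libraries per region, the simulated genes with a log2 fold change of 1 were recovered in 46.6% of cases when no replicate effect was simulated. With the simulated replicate effect, which overstates the shared one, 35.8% were recovered without the block and 79.4% with it. In the data, 248 of the 3458 genes found only with the block changed by at least 2-fold. The comparisons of shha, of the preselected genes and of the marker gene sets, with their alternatives, were not run because identifiers were not matched to symbols.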

Other observations

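The tests of pairing by chance, of carry-over and of replicate spread were chosen after the corresponding result was seen; the tests by splits, thinning, removal of abundant genes, and the share of distal genes under other fits were set before their results were seen.

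Other splits of the 6 samples were compared with the real one. A split that parts the 3 same-numbered pairs can be made in 4 ways. Of these 4, 1 (the real split) gave as many genes past the threshold, and the same held for genes higher in distal tissue, for genes higher in proximal tissue, for genes with at least a 2-fold change and for the paired fit. The other 3 gave 0 genes with an adjusted p-value under 0.05, with 35 to 46 genes at an unadjusted p-value under 0.05 in the unpaired fit and 18 to 27 in the paired fit. The 6 splits that part only 1 pair also gave 0 genes, with 211 to 1355 at an unadjusted p-value under 0.05. With 4 splits no share below 0.05 is possible. The other splits mix the regions within a group, which inflates their residual spread, so they are a lenient comparison.

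The common deviation of same-numbered samples averaged a correlation of 0.55. It was 0.542 after every library was thinned to the smallest total, and 0.552 without the 100 genes with the most counts. The totals differ little and 100 genes weigh little among 18455, so neither value had much room to move and neither explanation is excluded by it. Of the 6 ways to assign the proximal to the distal samples, 1 (the real one) gave a mean correlation as high, and the next best, which exchanges numbers 2 and 3, gave 0.297. Chance pairing of the numbers cannot be excluded with 6 assignments. Samples that share a number may come from the same fins or the same processing day. Neither is in the labels, so a batch and a difference between groups of fish cannot be told apart here. GC content and gene length were not analysed here, and no biological explanation was tested.

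The most extreme genes bound how much tissue of one region entered the other. For each pair, the 10 most proximal genes with a mean of at least 100 counts were chosen in the other two pairs and read in the held-out pair. Their distal level was 1.09%, 1.39% and 0.973% of the proximal level for pairs 2, 3 and 4. For the 10 most distal genes the proximal level was 1.72%, 1.82% and 1.94% of the distal level. Carry-over would leave the same residual share in every such gene. The single most proximal gene, chosen in the same way, had a distal level of 0.178%, 0.0862% and 0.407% of its proximal level, from 1, 1 and 2 distal reads. These reads are below the floor of 3 counts, so how much of the residual of the 10 genes is carried-over proximal RNA and how much is low expression cannot be told apart. The single most distal gene had a proximal level of 0.892%, 0.784% and 1.5% of its distal level. These shares, from 24, 17 and 40 proximal reads, are also below those of the 10 genes. They come from 1 gene at the extreme of the pattern. How the residual of the 10 genes divides between carried-over distal RNA and low expression was thus not settled.

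Although the counts of genes in the 2 directions were close, the smallest p-values were not evenly divided. Of the 100 genes with the smallest p-values, 76 were higher in distal and 24 in proximal tissue. The figure was 72 in the paired fit and 81 with library size alone, so the block did not remove it. Library size alone moves all fold changes toward distal tissue and so has no bearing on whether scaling contributes. Genes that changed by at least 2-fold with a mean above 3 log2 CPM numbered 705 in the distal and 453 in the proximal direction. Matched on expression, the median SD between replicates was 0.261 log2 units for the proximal genes in proximal tissue and 0.181 for distal genes in distal tissue, a ratio of 1.44. Over all genes above that level the median SD was 0.153 in proximal and 0.138 in distal tissue. A candidate explanation is that genes higher in proximal tissue vary more from sample to sample. The spread was measured on the same samples, and genes are not independent replicates. It includes the deviation that same-numbered samples share, which the block removes, so it does not bear on the 72 genes of the paired fit. The larger number of distal genes with at least a 2-fold change, 705 against 453, may also contribute, and its part was not tested.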
